A study of Homo sapiens with 2 samples. Its data were reported in "Wnt signaling preserves progenitor cell multipotency during adipose tissue development" (2023).

How the data were processed

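The series consists of 2 single-cell RNA libraries of human adipose-derived mesenchymal progenitors, 1 non-induced and 1 after 3 days of adipogenic induction, as the labels of the series describe them. The libraries were made with the 10x Genomics 3′ v3 chemistry. According to the methods of the study, the authors processed the reads with CellRanger against GRCh38 and used Seurat for clustering and velocyto for RNA velocity. The values used here are the UMI counts the authors deposited, a table of whole numbers with a row per gene and a column per cell, not normalized. The cell names end as velocyto writes them, so which of the 2 counting tools made these counts is not given in the sources used here. If velocyto made them, they may be spliced counts only, and every UMI sum, CPM value and number of genes per cell given here would then leave out unspliced transcripts. Cells were assigned to their library by the start of the column name, which matched the labels for all 6656 columns.

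The deposited table had already been filtered. Each of its 10960 genes was detected in at least 188 cells (2.82% of cells), and the smallest number of genes per cell was 2096 in the non-induced and 2474 in the induced library. A gene present in fewer cells is therefore missing whatever its level in those cells, and genes of the lists below that are not in the table were not analysed here. No limit on mitochondrial transcripts was apparent, since their share reached 38.2% in non-induced and 33.0% in induced cells. The numbers of cells per group equal those the study gives, whereas their sum is slightly above the total it gives. Barcode sequences were unique within a library, and 2 occurred in both, where 1.63 would be shared by chance given the size of the 10x barcode list. How reads shared between similar genes, such as the metallothioneins, were counted is not known.

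Raw UMI counts were summed per library and scaled to a total of 1000000 (CPM). Depths were 57895459 UMIs for the non-induced and 52095855 for the induced library. With 1 library per group no test was run. Sums carry exact Poisson 95% intervals, ratios of sums the exact conditional binomial 95% interval, and shares of cells the exact (Clopper-Pearson) binomial 95% interval. A sum of 0 was replaced by a floor of 3 counts over the group, which gives a nominal ratio and not an exact limit. No pairing of samples was possible. Named genes are those of lists fixed before the data were examined, and the 10 genes with the largest and the 10 with the smallest log2 ratio among genes with a mean of at least 50 CPM over both libraries. Mitochondrial, ribosomal protein and immune receptor genes, and genes that could describe the donor, were left out of this ranking. Not every gene of the ranking and the lists is reported here by name. The comparison of SWAT-like with adipocyte-like expression used only genes kept out of the clustering. Where values of other genes are given per cluster, as for *MGP*, *ADIPOQ*, *MALAT1* or *TOP2A*, they describe the cluster and are no independent comparison.

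To compare shares of cells, numbers of genes and correlations across cells, each cell was thinned to 5000 UMIs by drawing without replacement, which left out no cell. Thinning to 8000 UMIs left out 91 non-induced cells and no induced cell. Principal components were computed with scanpy 1.11.5 on thinned counts, scaled to a common total and log-transformed, over 2000 variable genes and equal numbers of cells per library. Clusters came from Seurat 5.3.0 in R 4.3.3, run on both libraries together with log-normalization to 10000, 2000 variable genes, 20 components, 20 neighbours and Louvain clustering at a resolution of 0.8. Genes to be compared between clusters were removed from the variable genes. The markers of each class were fixed before the data were examined, whereas the rule that names a cluster was chosen after the clusters had been seen. The rule was applied to the SWAT, adipocyte and cycling markers, and gave each class to the cluster where most of its markers in the table had their highest CPM. Other classes were not named. Of their markers 0 of 6 endothelial and 1 of 5 immune genes were in the table, with 3 of 5 pericyte and 2 of 5 myofibroblast genes. None of the 4 bone and cartilage markers was in the table. Differences from the study's clusters may come from these rebuilt names. The leading genes of a cluster are the 10 with the largest fold over all other cells after adding 10 CPM.

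Lists of genes were compared by the median log2 ratio and its percentile among 10000 random lists of the same size, matched on mean expression in 10 bins. Within a library, the mean pairwise Pearson correlation of a list's genes across cells was compared with 1000 such lists, using genes with at least 50 UMIs after thinning. Joint detection of 2 genes was compared with the product of their shares. Doublets were called per library with Scrublet as implemented in scanpy, with an expected rate of 5%. It marked 5 induced and 3 non-induced cells, 0.146% and 0.0930%, far below that rate, so the caller found no usable doublets and all cells were kept. As an alternative chosen after seeing these calls, the 5% of cells of each library with the highest Scrublet scores, 172 induced and 161 non-induced cells, were left out.

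The alternatives were TMM factors (edgeR 4.0.16) and the median of ratios (DESeq2 1.42.0) on the summed counts, the mean of each cell's CPM, other sets of cells and genes, other depths for thinning, other minimum counts, and other settings of the clustering. Statistics were tested on simulated counts drawn from the real genes' means and totals. For the comparison of libraries, 200 of 10960 genes were changed, and the interval excluded equal levels in the right direction for 100% of them and covered the true ratio for 95.3% of all genes. For SWAT-like against adipocyte-like clusters these shares were 96.5% and 95.8%. Of 200 random lists without a change, 7.5% lay outside the 5th to 95th percentiles, and 100% of lists shifted by 0.5 on the log2 scale lay above the 95th. In these simulated counts the unchanged genes differed by counting error only, whereas the real log2 ratios had quartiles of -0.74 and 0.29. The share of shifted lists found is therefore no guide to how often a shift of that size would be found in the real libraries. For correlations across cells, a list made to vary together was above all random lists, and 2% of 50 lists without such variation lay above the 95th percentile. Gene positions are from GENCODE release 44, on the same build (GRCh38) as the study but a different annotation. RNA velocity was not analysed here. Other software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.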

Results

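The study asked how human mesenchymal progenitor cells from adipose tissue respond to adipogenic induction, the treatment that turns them into adipocytes. Progenitors were grown in culture and either left without induction (non-induced) or exposed for 3 days to a mixture of IBMX, a phosphodiesterase inhibitor that raises cyclic AMP, dexamethasone, a synthetic glucocorticoid, and insulin (adipogenic-induced). Single cells of each culture were profiled with droplet-based 3′ RNA sequencing, in which every captured transcript carries a unique molecular identifier (UMI). The data consisted of 1 library per group, so no difference between the groups has a replicate check, no test was possible and no p-value is given. All intervals are exact 95% intervals and cover counting error only. They do not cover differences between cultures or library preparations, which coincide with the groups here.

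The table held 6656 cells, 3226 of them non-induced and 3430 adipogenic-induced, and 10960 genes. The non-induced library summed to 57895459 UMIs and the adipogenic-induced library to 52095855. The median non-induced cell had 16858 UMIs and 3685 genes, and the median induced cell had 14006.5 UMIs and 2960.5 genes. Over all cells the mean number of genes per cell was 3382. Induced cells still had fewer genes when every cell was thinned to 5000 UMIs, with a median of 1529.5 against 1742.5 genes. No cell of either library fell below that depth. Mitochondrial transcripts made up a median of 10.2% of UMIs in induced cells and 7.15% in non-induced cells.

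To ask which transcripts differed between the cultures, UMIs were summed per library and scaled to a total of 1000000 (counts at this total are given as CPM). Over all 10960 genes the median log2 ratio of induced over non-induced cells was -0.22, with quartiles at -0.74 and 0.29. The 50 most abundant genes of each library held 41.4% of UMIs in induced and 35.6% in non-induced cells. Trimmed mean of M values (TMM) scaling added 0.24 to every log2 ratio and moved the median to 0.017, the largest change among the alternatives tried. Differences of this size therefore depend on the scaling.

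All 13 adipocyte markers were higher in the induced library under each scaling. *FABP4* (chromosome 8, 81478419 to 81483236 in GRCh38, minus strand) was at 2191 CPM against 18.4, a ratio of 119 (112 to 127). *ADIPOQ* (chromosome 3, 186842704 to 186858463, plus strand) was at 70.0 against 0.0864 CPM, a ratio of 810 (347 to 2497). *LPL* had no UMI in the non-induced library. Against a floor of 3 counts over that library it was 1899-fold higher after induction, and the exact interval of its ratio began at 1544. The 7 SWAT markers, named for the structural Wnt-regulated adipose tissue cells the study described, were also all higher. Among them *MGP* (chromosome 12, 14880864 to 14885857, minus strand) rose from 0.777 to 198 CPM, a ratio of 255 (190 to 350). The other 6 SWAT markers had log2 ratios between 0.79 for *CTSK* and 1.89 for *CTHRC1*.

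Among the 2107 genes with a mean of at least 50 CPM over both libraries, the 10 with the largest log2 ratios were *IGFBP5* (11.23), *PLIN1* (11.22, from 3 UMIs in the non-induced library), *MGP* (7.99), *FABP4* (6.90), *GPX3* (6.73), *CDKN2C* (5.72), *PDK4* (5.23), *CXCL12* (5.14), *ACACB* (4.96) and *LMO3* (4.80). Among the 10 with the smallest were *TRIB3* (-5.99), *ASNS* (-5.48), *PSAT1* (-4.90), *SLC38A1* (-4.68), *STC2* (-4.31), *GDF15* (-4.09), *EREG* (-3.86), *UNC5B* (-3.86) and *ATF5* (-3.80). *TRIB3* was at 358.5 CPM in non-induced cells and 5.64 CPM after induction, and its log2 ratio had an interval of -6.16 to -5.82. Which genes head these rankings depended on the expression minimum. With a minimum of 10 CPM, 3 of the 10 higher and 4 of the 10 lower genes were shared with the ranking above, and with a minimum of 200 CPM, 3 and 2 were shared.

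Gene lists fixed before the data were examined were compared by the median of their log2 ratios, set beside 10000 random lists of the same size and like mean expression. The adipocyte markers had a median of 3.11, above all of the random lists. The medians of the cAMP targets (2.19, 7 genes), sterol targets (1.25, 6 genes), SWAT markers (1.35), glucocorticoid targets (0.81, 11 genes), pericyte markers (2.25, 3 genes) and lineage PCR markers (5.004, *COMP* and *ALPL*) each lay above more than 99% of the random lists. The glucocorticoid targets went both ways, with 6 higher and 5 lower (10 higher with TMM factors), and *MT2A* fell from 2562 to 627 CPM, a log2 ratio of -2.03. The adipogenic regulators (0.57, 6 genes) were at percentile 98.6 and the ephrin pair *EFNB1* and *EPHB6* (2.18) at percentile 98.4. The cycling markers fell to a median of -2.43, below every random list. *TYMS*, with a log2 ratio of -0.10, had the smallest fall among these 7 genes, with an interval that included equal levels, and was higher with TMM factors. Less separated were the myofibroblast markers *ACTA2* and *TAGLN* (0.97, percentile 94.35), the progenitor markers *THY1*, *ENG* and *NT5E* (0.34, percentile 90.3, although *NT5E* fell from 62.3 to 27.4 CPM) and the genes the study's discussion ties to progenitors without induction (0.44 for *ID1*, *ID3* and *POSTN*, percentile 89.4). The single immune marker in the table, *CD68*, was at 104 CPM after induction and 59.0 CPM before.

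**Figure D1:**
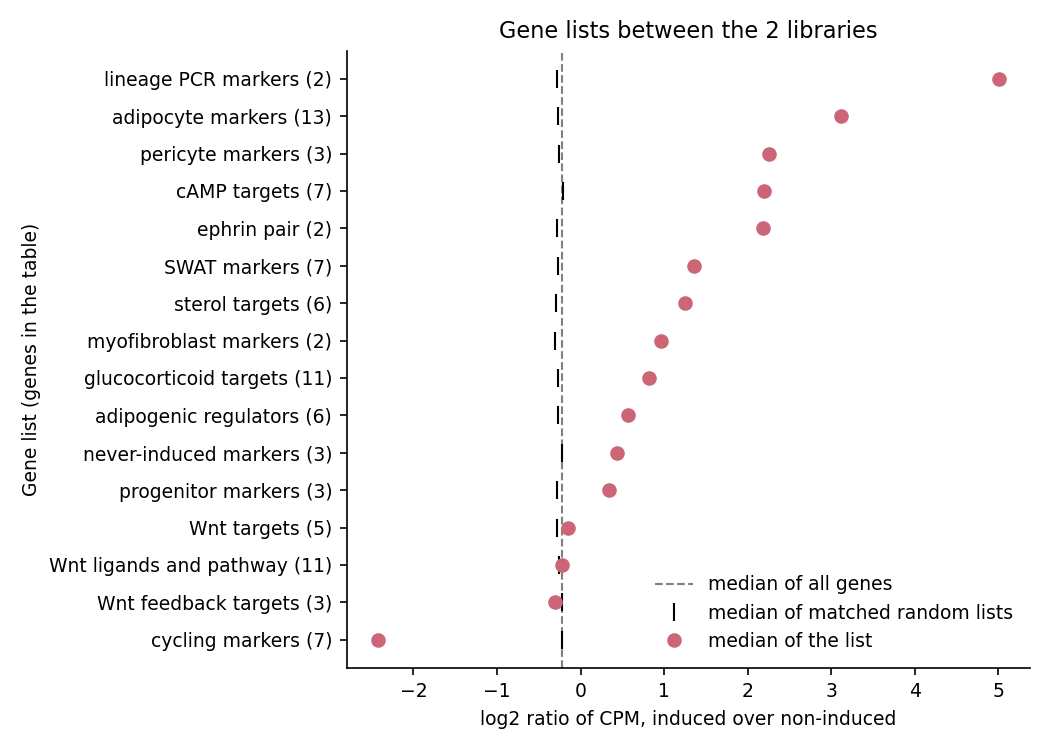
Median log2 ratio of CPM (induced over non-induced) of 16 gene lists, with the number of genes in parentheses; ticks mark the median of 10000 matched random lists and the dashed line the median of all genes. The lists run from the cycling markers at -2.43 to the lineage PCR markers at 5.004, and the 3 Wnt lists lie close to the random lists.

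Because the study centred on Wnt signaling, 3 Wnt lists were included. The study picked its Wnt targets as higher in the SWAT cluster, not as higher in the whole induced library. For Wnt activation by induction it used a reporter, whose signal peaked before the 3 days sampled here. The comparison of the libraries is therefore no test of either result. The Wnt targets *SFRP2*, *DPP4*, *DKK1*, *SNAI2* and *WISP2* had a median log2 ratio of -0.15 between the libraries, at percentile 63.7 of the random lists, and the sign changed to 0.09 with TMM factors. Their members went both ways. *SFRP2* was 11.9-fold higher after induction (11.1 to 12.7), whereas *DKK1* and *WISP2* had log2 ratios of -1.42 and -1.21. The Wnt feedback targets in the table (*ZNRF3*, *TCF7* and *APCDD1*) had a median of -0.30, at percentile 44.2, and also went both ways. *APCDD1* was 7.90-fold higher after induction (7.17 to 8.73), whereas *TCF7* and *ZNRF3* had log2 ratios of -1.37 and -0.30. The Wnt ligands and pathway members (11 genes) had a median of -0.23, at percentile 53.6. Within this last list *WNT5B* had the largest change, from 59.7 to 6.33 CPM.

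The study compared the spread of the 2 cell pools on principal components. With every cell thinned to 5000 UMIs and 3226 cells per library, the first component held 5.18% of the variance of 2000 variable genes and separated the libraries. Only 20 of the cells, 15 induced and 5 non-induced, lay past the midpoint between the library medians. Along the first component the standard deviation (SD) was 2.78 for induced and 2.87 for non-induced cells, a ratio of 0.971. Along the second component, which held 1.93% of the variance, the SD was 8.52 for induced and 1.89 for non-induced cells, a ratio of 4.52. Summed over 20 components, the variance of induced cells was 1.57 times that of non-induced cells. The alternative that moved these values most used all 7107 genes with a mean of at least 10 CPM, where the ratio of SDs was 0.632 on the first component, with non-induced cells the wider, and 3.61 on the second, and the ratio of summed variances was 1.24. Unthinned, the ratio on the first component was 0.845.

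**Figure D2:**
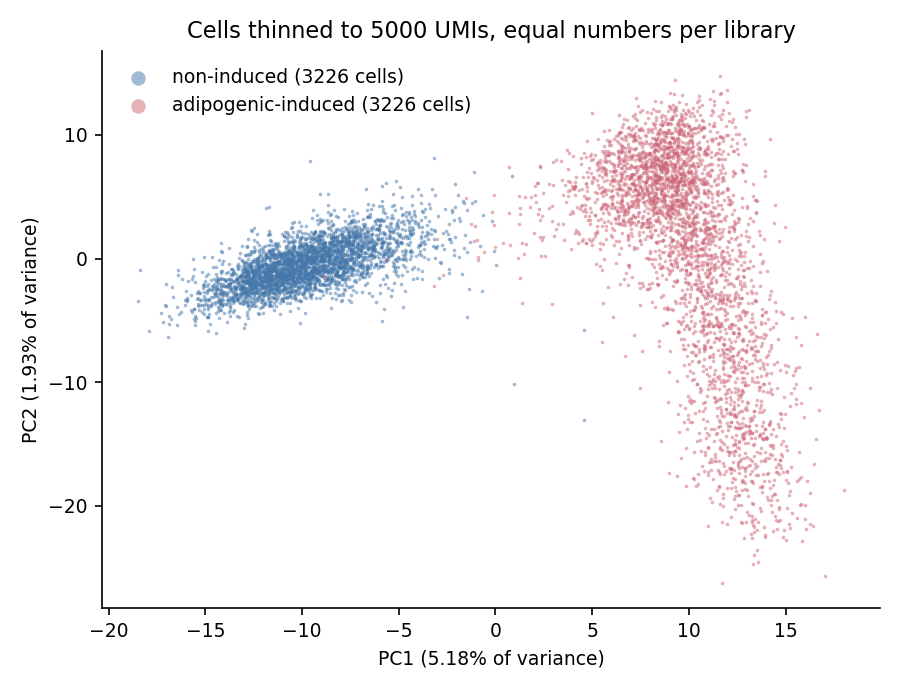
Cells on the first 2 principal components after thinning to 5000 UMIs per cell, with 3226 cells of each library; each point is a cell and each axis gives its share of the variance. The libraries separate on PC1, and the induced cells spread further along PC2, with an SD of 8.52 against 1.89.

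Louvain clustering of both libraries together, without the genes to be compared between clusters, gave 13 clusters. Of these, 6 consisted mainly of induced cells and 7 mainly of non-induced cells, and only 11 of the 6656 cells fell in clusters dominated by the other library. A cluster made up of a single library may reflect that library and not a cell type. Among the induced clusters, cluster 1 was named SWAT-like, by a rule chosen after the clusters were seen, with 5 of the 7 SWAT markers at their highest level there, and cluster 5 was named adipocyte-like, with 12 of 13 adipocyte markers at their highest. The top 10 genes of the SWAT-like cluster held 2 SWAT markers (*MGP* and *CTHRC1*) and no adipocyte marker. The SWAT-like cluster held 35.2% of induced cells (33.6 to 36.8) and the adipocyte-like cluster 15.6% (14.4 to 16.9). Both shares depended on the clustering. The SWAT-like share ran from 19.1% when the induced library was clustered alone to 68.0% at a resolution of 0.4. The border of the SWAT-like cells was therefore not fixed by these data. The adipocyte-like share was 3.44% and 31.8% under these 2 settings, and between 14.8% and 16.5% under the others. Clusters 3 and 4, with 25.2% and 16.01% of induced cells, were led by *IGFBP3* and *IGFBP5*, remained unnamed and had intermediate values of the 5 Wnt targets described below. The top 10 genes of cluster 4 held 2 adipocyte markers (*CD36* and *CIDEC*). Cluster 6 (5.80% of induced cells) was led by *TAGLN* and metallothionein genes, and cluster 11 (1.92%) by *SCARA5* and *GSN*. Cluster 8 was cycling-like, and 149 of its 153 cells were non-induced. The remaining non-induced clusters were unnamed. The largest, clusters 0 and 2, held 42.8% and 36.8% of non-induced cells and were led by *PTX3* and *WISP2*, and cluster 9 was led by the stress gene *HSPA5*.

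The study reported that SWAT cells express more Wnt targets than the *ADIPOQ*-positive cells. These 5 genes took no part in the clustering here, but the study picked them from these libraries, so they are not independent evidence. All 5 were higher in the SWAT-like than in the adipocyte-like cluster, but the SWAT-like cluster was not the highest induced cluster for each of them. *DKK1* was at 386 CPM in cluster 11 and 126 CPM in cluster 6, and *SNAI2* at 281 CPM in cluster 6 and 257 CPM in cluster 11. *WISP2*, listed as *CCN5* in GENCODE (chromosome 20, 44714844 to 44728509, plus strand), was at 184 CPM (178 to 190) in SWAT-like and 5.51 CPM (4.06 to 7.31) in adipocyte-like cells, a ratio of 33.4 (25.1 to 45.4). *DPP4* (chromosome 2, 161992245 to 162074394, minus strand) was at 153 against 5.28 CPM, a ratio of 29.0 (21.7 to 39.8). *DKK1* (chromosome 10, 52314281 to 52318042, plus strand) was at 110 against 4.59 CPM, a ratio of 24.0 (17.6 to 33.7). *SFRP2* (chromosome 4, 153780591 to 153789083, minus strand) was at 375 against 33.9 CPM, a ratio of 11.1 (9.85 to 12.5). *SNAI2* (chromosome 8, 48917598 to 48921740, minus strand) was at 227 against 53.7 CPM, a ratio of 4.23 (3.84 to 4.67). The median log2 ratio of the 5 genes was 4.59, above all of 10000 random lists, and it ranged from 2.74 at a resolution of 0.4 to 6.04 with the induced library alone.

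The non-induced library gives the level of the same genes without induction. Relative to it, *SFRP2* in SWAT-like cells was 23.8-fold higher (22.2 to 25.5), *DPP4* 1.94-fold (1.85 to 2.03) and *SNAI2* 1.81-fold (1.74 to 1.88). *WISP2* did not differ beyond counting error, with a ratio of 0.979 (0.941 to 1.02), and *DKK1* was lower, with a ratio of 0.610 (0.581 to 0.641). With TMM factors, which added 0.18 to these log2 ratios, the log2 ratio of *WISP2* changed from -0.03 to 0.15 and that of *DKK1* stayed below 0 at -0.53. For both genes the adipocyte-like values lay far below those of the non-induced library.

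**Figure D3:**
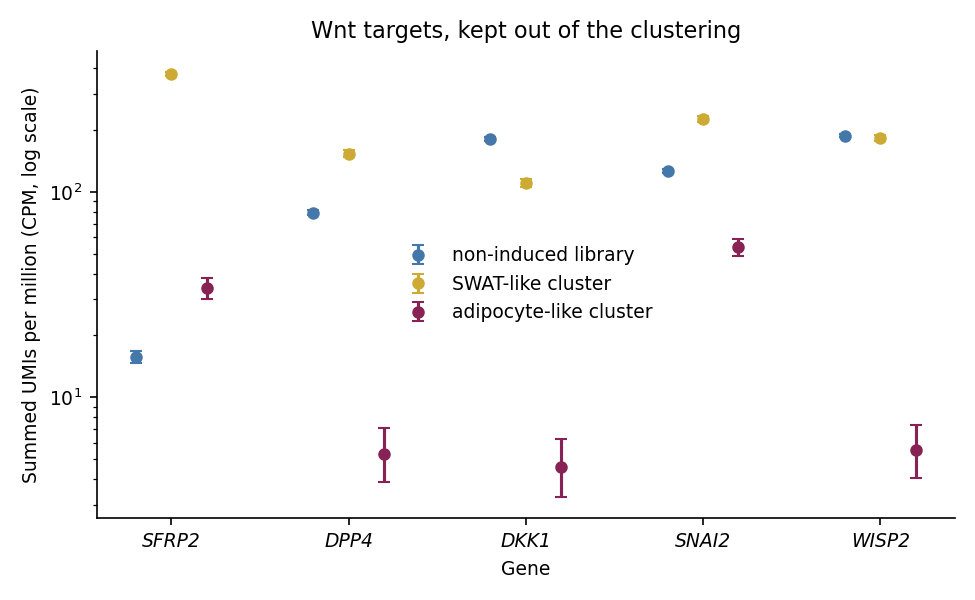
Summed UMIs as CPM (log scale) of the 5 Wnt targets in the non-induced library, the SWAT-like cluster and the adipocyte-like cluster, with exact 95% Poisson intervals that cover counting error only. The adipocyte-like cluster has the lowest value of *DPP4*, *DKK1*, *SNAI2* and *WISP2*, while *SFRP2* is lowest (15.8 CPM) and *DKK1* highest (181 CPM) in the non-induced library.

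Other lists kept out of the clustering were compared in the same way. The 3 Wnt feedback targets in the table, of 11 listed, did not share the pattern of the Wnt targets. *APCDD1* was at 26.7 CPM in SWAT-like and 108 CPM in adipocyte-like cells. *ZNRF3* was lower in SWAT-like cells (2.43 against 4.25 CPM, from 43 and 37 UMIs). The interval of *TCF7* included equal levels (ratio 1.66, 0.98 to 2.94, from 64 and 19 UMIs). The study measured Wnt activity itself with a reporter, which was higher in separated high-density than in low-density cells. So few genes do not test that result. The Wnt ligands and pathway members had a median log2 ratio of 0.25, at percentile 63.9, although *WNT5A* was 12.8-fold higher in SWAT-like cells (8.32 to 20.9). Adipogenic regulators had a median of -1.65, at percentile 0.02, with *CEBPA* at 11.8 CPM in SWAT-like and 224 CPM in adipocyte-like cells, while *CEBPD* was higher in SWAT-like cells (403 against 60.6 CPM). Relative to the non-induced library, all 7 cAMP targets were higher in SWAT-like cells, with a median of 2.11. For *CREM* the interval included equal levels (ratio 1.12, 0.984 to 1.28). Against adipocyte-like cells 6 of the 7 were higher in SWAT-like cells, with a median of 1.97. The exception was *PDE3B*, at 7.53 against 77.8 CPM. The medians of SWAT-like over adipocyte-like cells were 1.26 for the progenitor markers, 1.01 for *ID1*, *ID3* and *POSTN*, 0.37 for the glucocorticoid targets, -0.06 for the sterol targets, 0.75 for the lineage PCR markers and 0.21 for the ephrin pair, whose members *EPHB6* and *EFNB1* moved apart (log2 ratios of 2.43 and -2.01). The lineage PCR markers moved apart as well, with log2 ratios of 2.35 for *COMP* and -0.85 for *ALPL*. TMM factors lowered the log2 ratios of SWAT-like over adipocyte-like cells by 0.15. They changed the direction of none of the genes whose interval excluded equal levels.

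The study described *MGP* and adipocyte transcripts as largely separate in situ. Without any clusters, 26.5% of induced cells had an *MGP* UMI at 5000 UMIs per cell (25.002 to 27.983, and 39.97% unthinned). As *MGP* and *ADIPOQ* are markers that named the clusters, their shares per cluster describe these and are no separate result. In adipocyte-like cells the share with *MGP* was 5.04% (3.35 to 7.24, median depth 15400 UMIs), and in SWAT-like cells 36.8% (34.0 to 39.5, median depth 13533 UMIs). *MGP* was not limited to SWAT-like cells. It was at 340 CPM there, and at 218, 122, 88.4 and 16.1 CPM in the unnamed induced clusters 3, 4, 6 and 11. *ADIPOQ* was found in 14.7% of induced cells and in 0.497% of SWAT-like cells (0.182 to 1.08). At 2 or more UMIs of both genes, 153 of the 3430 induced cells had *MGP* and *FABP4*, which is 4.46% (3.79 to 5.21) against 7.16% expected if the genes were independent, a ratio of 0.623. Of the cells with *MGP*, 28.8% also had *FABP4*, against 49.3% of the other cells. For *MGP* and *ADIPOQ*, 9 cells had both, 0.262% (0.12 to 0.498) against an expected 1.15%. At 1 or more UMIs the ratio for *MGP* and *FABP4* rose to 0.801. The share of cells with 2 or more *MGP* UMIs was 20.6% (18.6 to 22.7) among cells without *FABP4*, 12.4% (9.08 to 16.4) among cells with 10 to 19 *FABP4* UMIs and 1.85% (0.60 to 4.25) among cells with 40 or more.

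**Figure D4:**
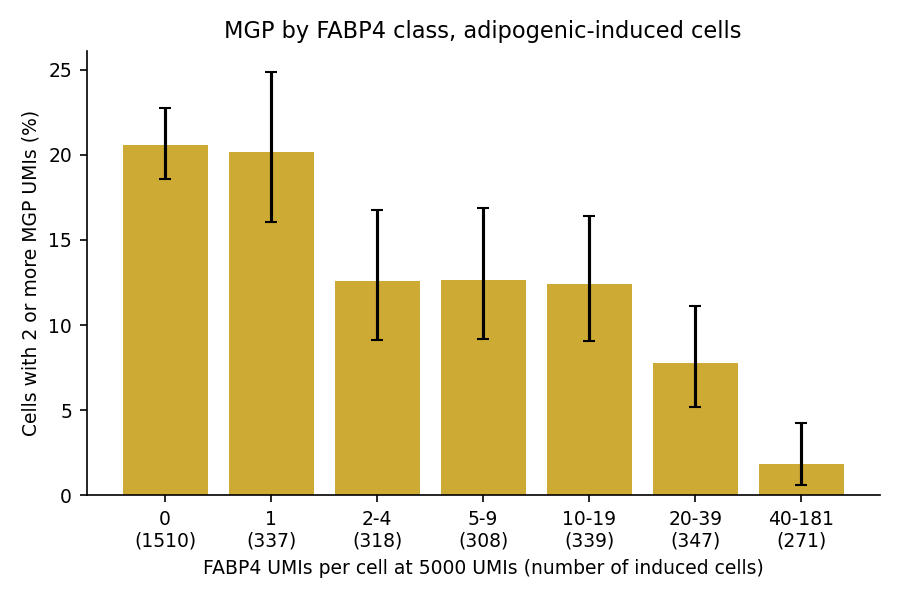
Share of adipogenic-induced cells with 2 or more *MGP* UMIs (%) by the number of *FABP4* UMIs in the same cell, all cells thinned to 5000 UMIs; bars carry exact 95% binomial intervals that cover counting error only, and the number of cells is in parentheses. The share falls from 20.6% in cells without *FABP4* to 1.85% in cells with 40 or more UMIs.

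The study regarded the non-induced cells as a uniform pool. To ask whether marker genes already varied together before induction, the mean pairwise correlation of a list's genes across non-induced cells was set beside 1000 random lists of like expression, at 5000 UMIs per cell. This is a correlation between genes within 1 library, and its cells are not replicates. The minimum of 50 UMIs left out *MGP*, with 45 UMIs in the whole non-induced library, and *ADIPOQ*, *PLIN1* and *LPL*, with 5, 3 and 0. The values below therefore say nothing about these 4 genes. The remaining SWAT markers (6 genes) had a mean correlation of 0.115 and the remaining adipocyte markers (10 genes) of 0.0855. Each was above all of the random lists, whose 95th percentiles were 0.0142 and 0.00655. Both stayed above all random lists under each alternative tried. Such covariation was not limited to these lists, since 8 of the 13 lists with enough detected genes were at percentile 95 or above, among them the cycling markers (0.222), the sterol targets (0.0923) and *ID1*, *ID3* and *POSTN* (0.126). In the induced library the SWAT and adipocyte markers gave 0.219 and 0.495, there with all 7 and 13 genes. The Wnt targets had a mean correlation of 0.0287 in non-induced cells (percentile 99) and 0.124 in induced cells.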

Values the study reported

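The study reported the single-cell profiles of 6,615 cells, with 3,226 non-induced and 3,430 adipogenic-induced cells and a mean of 3,382 genes per cell. In its comparison of the clusters at the ends of both trajectories, it listed 114 genes as enriched in the SWAT cells and 121 genes as enriched in the *ADIPOQ*-positive cells.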

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

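No paired analysis was possible because each group held 1 library. For the same reason the spread between replicates is unknown, and values are set against their counting intervals, or, where none applies, against fixed margins of 0.01 for a median log2 ratio, 0.25 for that of the Wnt targets between clusters, a factor of 1.1 for ratios of spread and 2 points for a percentile. The removal of the cells with the highest Scrublet scores was chosen after seeing the data, and all other alternatives before.

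The median log2 ratio of all genes, -0.22 in the main analysis, was 0.017 with TMM factors, 9.43e-05 with the median of ratios, -0.24 in cells with under 10% mitochondrial UMIs and at least 1000 genes, and -0.095 with mitochondrial and ribosomal protein genes left out of the total. The mitochondrial limit kept 47.1% of induced but 94.9% of non-induced cells. Among single genes of the lists, 361 values under the alternatives stayed within the counting interval, 262 moved without a reversal, and 21 reversed a direction that the interval supported. Another 10 sign changes were in *APC*, *KLF9* and *TYMS*, whose intervals included equal levels. TMM factors changed the direction of *ACTA2* (0.16), *DPP4* (0.0887), *DVL3* (0.10), *GSK3B* (0.015), *TSC22D3* (0.16), *ERRFI1* (0.0876), *MT1X* (0.023) and *CREM* (0.0612), all of which were lower after induction in the main analysis. The median of ratios gave 0.15 for *ACTA2*, 0.0714 for *DPP4*, 0.0867 for *DVL3*, 0.14 for *TSC22D3*, 0.0703 for *ERRFI1*, 0.00610 for *MT1X* and 0.044 for *CREM*. The mitochondrial limit gave 0.021 for *ACTA2*, 0.037 for *TSC22D3*, 0.0676 for *MT1X* and -0.21 for *SREBF1*, and leaving out mitochondrial and ribosomal protein genes gave 0.0511 for *ACTA2* and 0.047 for *TSC22D3*. A single factor per library explains the changes under the scalings, and for the mitochondrial limit the cause was not tested. With TMM factors the list medians were 3.35 for the adipocyte markers and 1.59 for the SWAT markers. The Wnt targets changed sign to 0.0887 and the Wnt ligands and pathway members to 0.015, while their percentiles do not depend on such a factor. With 20 expression bins, 15 list percentiles moved by less than 2 points and that of the Wnt targets rose to 73.5.

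The share of induced cells with an *MGP* UMI, 26.5% at 5000 UMIs per cell, was 21.8% at 3000 UMIs, 31.8% at 8000 UMIs, 39.97% unthinned and 15.5% at 2 or more UMIs, as fewer or more UMIs per cell would give. On principal components, using all genes with a mean of at least 10 CPM gave 32 cells past the midpoint, a ratio of SDs on the second component of 3.61 and a ratio of summed variances of 1.24. Both ratios stayed above 1 under the alternatives tried, with 4.41 and 1.59 unthinned and 4.59 and 1.68 without cell cycle genes. The cause was not tested.

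The clusters depended most on the settings. A resolution of 0.4 gave 7 clusters, with 68.0% of induced cells in the SWAT-like and 31.8% in the adipocyte-like cluster, as a lower resolution merges clusters by construction. The SWAT-like share was 29.2% at a resolution of 1.2, 29.4% with 30 components, 29.8% with 1000 variable genes, 31.0% with 3000 variable genes and 29.8% with all genes allowed in the clustering. It was 44.5% without the 8 Scrublet doublets and 21.7% without the cells of highest Scrublet score. Since removing 8 cells moved it, the border between the SWAT-like cluster and its neighbour is not stable, and the cause was not tested. Clustering the induced library alone gave 8 clusters, with 19.1% of cells in the SWAT-like and 3.44% in the adipocyte-like cluster. There no SWAT marker was among the top 10 genes of the SWAT-like cluster, so its name is weak.

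The direction of the Wnt targets between the clusters held under each of these settings. The log2 ratio of *SFRP2*, 3.47 in the main analysis, was 1.95 at a resolution of 0.4, 3.67 at 1.2, 3.78 with 1000 variable genes, 3.82 with all genes allowed, 3.29 without Scrublet doublets, 4.15 without the cells of highest Scrublet score and 4.76 with the induced library alone. The median of the 5 Wnt targets was 2.74 at a resolution of 0.4, 4.95 with 1000 variable genes, 4.90 with all genes allowed and 6.04 with the induced library alone. Of the other genes' values between these clusters, 507 stayed within the counting interval, 130 moved and 1 reversed, *ID1* at -0.27 with the induced library alone. A further 15 sign changes were in genes whose intervals included equal levels, among them *APC*, *PER1*, *SQLE* and *TCF7L2*. The cause was not tested.

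For *MGP* and *FABP4* in the same cell, the ratio of observed to expected cells, 0.623 in the main analysis, was 0.801 at 1 or more UMIs and 0.802 unthinned, and it stayed below 1 under every alternative tried. The cause was not tested. For *MGP* and *ADIPOQ*, 5 values stayed within the interval and 2 fell below it. Among the other shares of cells with a UMI, 20 of induced and 18 of non-induced cells moved, and 10 and 18 did not. Across non-induced cells, the SWAT and adipocyte markers stayed above all random lists. Of the other lists' percentiles, 51 stayed on the same side of 95 under the alternatives, that of the progenitor markers fell to 94.6 with Spearman correlation and that of the adipogenic regulators rose to 96.5 at 8000 UMIs. At 3000 UMIs the Wnt feedback targets and pericyte markers had too few genes for a value. Depth limits the genes at a few CPM most, such as *ADIPOQ* with 5 UMIs in the whole non-induced library.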

Other observations

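Of the tests below, those of depth for the small non-induced cluster, of scaling for the ATF4 targets, of a few cells for *COMP* and *ID3*, of scaling for *ID3*, of free RNA for *MGP*, of carried-over cells for *FABP4* and of the cell cycle for *THY1* were chosen after their results, or the values they rest on, had been seen, as was the removal of cells by Scrublet score. Every contrast between the libraries coincides with culture, handling and library preparation, which remains open throughout.

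A cluster of 31 non-induced cells had a median of 2331 genes per cell, against 3685 in all non-induced cells. Low depth is excluded, since its median UMI count was 0.965 times that of the other non-induced cells. Instead, the nuclear transcripts *MALAT1* and *NEAT1* were 309.5-fold and 109-fold lower in CPM, with 17 *MALAT1* UMIs over the cluster. *DUSP1* and *XBP1* had no UMI there, which makes them 23.0-fold and 19.9-fold lower against the floor of 3 counts, whereas *MT2A* was at 9469 against 2501 CPM. These 3 genes were picked after their values were seen. A candidate explanation is that these droplets held cytoplasm without a nucleus. Cells that had stopped transcription would also lose short-lived and nuclear RNA, and were not tested separately.

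The genes that fell most after induction, such as *TRIB3*, *ASNS* and *PSAT1*, are targets of the stress-response factor ATF4. A list of 24 other ATF4 targets, written before their own values were seen, had 23 genes in the table. All 23 were lower after induction, with a median log2 ratio of -2.02, and with TMM factors 22 were lower. For *JDP2* the interval included equal levels (ratio 0.920, 0.833 to 1.02). Scaling of the libraries is excluded as the whole source, since the median with TMM factors was -1.782, against 0.017 for all genes. A subset of stressed non-induced cells is excluded too. Against the 1659 non-induced cells outside the clusters led by *ASNS*, *TRIB3* or *STC2*, the median was still -1.925, although these cells included cluster 9, which was led by the stress gene *HSPA5*. The non-induced culture may have been under amino acid or other stress at harvest, or induction may have lowered this response. The design does not separate these. Part of the contrast between the libraries may thus come from the state of the control culture.

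*COMP*, a cartilage matrix gene (chromosome 19, 18782773 to 18791305, minus strand), rose from 0.501 to 98.7 CPM after induction. Free RNA reaches all cells alike, so the lowest induced cluster, the adipocyte-like cells at 31.2 CPM, bounds what it can give. Of induced cells, 10.47% had more *COMP* UMIs than a Poisson limit at that level, so a source in fewer than 5% of cells is excluded. The UMIs were still concentrated, as the 5% of induced cells with most *COMP* held 51.9% of them. A *COMP* UMI at 5000 UMIs per cell was found in 21.4% of induced cells, a share that includes any free RNA. In the non-induced library the share was 0.186%. No other cartilage or bone gene of the lists was analysed here apart from *ALPL*, so a cartilage program was not tested. The study reported that its SWAT cluster lacked *ACAN*, *COL2A1*, *BGLAP* and *SPP1*. From this it proposes that these cells were not entering another mesenchymal lineage.

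*ID3* (chromosome 1, 23557926 to 23559501, minus strand) is among the genes that the study's discussion, citing other work, ties to progenitors without adipogenic stimulation. Here it went the other way, at 417 CPM after induction and 72.6 CPM before. The smallest ratio over the 3 scalings was 5.745, which is that of the main analysis. TMM factors and the median of ratios add 0.24 and 0.22 to every log2 ratio. They could only raise the ratio, so this minimum does not test scaling as a source. With TMM factors the log2 ratio of *ID3* was 2.76, against a median of 0.017 for all genes. A few cells are excluded as the source. With the lowest induced cluster (242 CPM) as the most that free RNA can give, 18.19% of induced cells had more *ID3* UMIs than a Poisson limit at that level, and the 5% of cells with most *ID3* held 20.4% of the UMIs. *ID1*, of the same group of genes, was also higher after induction, at 207 CPM against 153 CPM before. *POSTN*, the remaining gene of that group in the table, was lower after induction, from 13.6 to 3.13 CPM. Culture medium and time in culture remain open for all of these genes.

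Some *MGP* was found in adipocyte-like cells, at 22.1 CPM (19.1 to 25.4) from 192 UMIs, against 340 CPM in SWAT-like cells. Free RNA as the whole source is excluded. It would spread these UMIs over the 536 cells in proportion to depth, which gave at least 142 cells with a UMI in each of 10000 random draws, while 73 cells had any. Of the UMIs, 55.2% lay in the 10 cells with 5 or more. Doublets cannot be told apart from cells that express both programs. Without the cells of highest Scrublet score the value was 22.31 CPM, but only 8 of the 536 cells were left out, and the caller had found almost no doublets in either library. Cells between both states may exist at 3 days, or a few doublets may carry the *MGP*.

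At equal depth, induced cells had 12.2% fewer genes than non-induced cells (a median of 1529.5 against 1742.5). Without the 50 most abundant genes, with the remaining UMIs thinned to 4000 per cell, the medians were 1831 and 1950. This left 55.87% of the difference in genes per cell, or 49.9% of it as a relative difference. The prediction had set a limit of 50% on the difference in genes per cell, which this passes. Because the relative difference falls just short of it, a decision was made only where both readings fell on the same side, a rule adopted after the values were seen. By that rule, whether a few genes taking most of the counts are the source cannot be told apart from a broader loss of expressed genes.

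In the non-induced library, 114 cells (3.53%) had a *FABP4* UMI, and 11 cells with 10 or more UMIs held 80.1% of all its *FABP4* UMIs. If these were mislabelled or carried-over induced cells, most would fall in induced clusters, but only 2 of them did, while 8 fell in non-induced cluster 2. For those 2 cells the explanation remains open. Only 1 of the 11 had a UMI of *IGFBP5*, against 62.2% of induced cells. Rare cells that started adipogenesis without induction are a candidate explanation, based on few cells.

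The 10 adipocyte markers with enough UMIs, without *ADIPOQ*, *PLIN1* and *LPL*, also varied together across the non-induced library, like several other lists. The 11 cells with 10 or more *FABP4* UMIs are not the whole source. Without them the mean correlation was 0.05946, still above all random lists. It was down from 0.0855, so these cells may account for a part. The other non-induced cells with a *FABP4* UMI were kept, and their part was not tested. The largest non-induced clusters differed as well. *THY1* was at 240 CPM in cluster 2 and 85.5 CPM in cluster 0, and *WISP2* at 314 and 98.9 CPM, although neither gene took part in the clustering. Among cells of 14000 to 18000 UMIs the ratio of *THY1* was 3.186, so depth is excluded. A part of the cell cycle cannot be told apart from other differences. The ratio of *TOP2A* was 1.168 (0.77 to 1.78), but the clustering had already put most cycling cells in a cluster of their own, at 274 CPM of *TOP2A*, and *PCLAF* was at 96.5 CPM in cluster 0 and 76.2 CPM in cluster 2. Non-induced progenitors may hold more than a single state before induction, and density or position in the culture was not tested.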
